A study of Homo sapiens with 102 samples. Its data were reported in "Combi-seq for multiplexed transcriptome-based profiling of drug combinations using deterministic barcoding in single-cell droplets" (2022).

How the data were processed

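The deposited data were a table of 24965 genes by 102 libraries from Combi-Seq, a method in which single cells are encapsulated with drug pairs in picolitre droplets and each drug of a pair carries its own barcode fragment. After lysis the fragments are ligated and the joined barcode primes reverse transcription, so that reads can be assigned to a drug pair after pooling. The libraries came from K562 cells, an established chronic myeloid leukaemia line that carries the BCR-ABL fusion, after 12 h of incubation. Libraries were grouped by their labels: 2 screens (dT and Bio), 16 ordered drug pairs per screen, 3 runs per pair, and 3 separate DMSO controls per screen.

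The authors deposited raw read counts per gene, whole numbers without normalisation, which they obtained by demultiplexing on the ligated barcodes and counting the reads of each gene. The table carries Ensembl gene identifiers and states neither aligner, genome build nor annotation, nor whether counting used strand. No step that collapses reads by molecular identifiers was described, so limits derived from counts cover counting error only. A symbol was assigned to 24539 of the genes from a name table. Coordinates were matched by identifier for 24646 genes in GENCODE release 29 and refer to GRCh38. The table held 0 entries that name no gene and 0 columns of other samples.

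The design, the gene lists and the alternatives were fixed before the data were examined, but after the paper had been read. The mitochondrial comparison, the library filter and the exemption of the separate controls from it were chosen with knowledge of the quality plots of the study, from which no value was taken. One filter was added after the data had been seen, which kept genes with a count in at least 50% of libraries.

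In-screen libraries entered the comparisons when they had at least 1000 detected genes and at most 15% of counts from the 29 mitochondrial genes. All 48 in-screen dT libraries and 44 of 48 Bio libraries passed. The 4 Bio libraries left out had too few detected genes and included the 3 with imatinib from both sources, so 15 ordered pairs and 9 unordered pairs were left in that screen. Which of the 2 drugs of a label came from which injection source was not settled from the labels, and drugs are called first-listed and second-listed in both screens.

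Each screen was fitted separately with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr at its defaults on the design, glmQLFit and glmQLFTest). Adjusted p-values are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.05 as the threshold, and all F-tests are two-sided in effect. Drug effects were fitted as 3 terms, each 1 when the drug was present in either position. Injection position was a joint test on 3 degrees of freedom of first-listed against second-listed drug. Drug-drug interaction was tested with the 3 pairwise products. Drug by screen was tested in 1 fit of the 92 libraries that passed in both screens. The separate DMSO controls were set against in-screen DMSO_DMSO in a fit of all 51 libraries of a screen. Fitted log2 fold changes of genes near 0 counts depend on the prior count of the fit. Where all libraries of one arm had at most 3 counts, the fold was computed against 3 counts and is given as a lower bound.

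Run was a block in all fits, because the study describes 6 raw files for 2 screens of 3 replicates, so that a replicate number marks libraries processed together. Residuals of same-run libraries correlated with a mean r of 0.0244 (dT) and 0.03 (Bio), against -0.0122 and -0.015 for libraries of different runs. Residuals were taken from the mean of each group over its 3 runs, which ties the different-run mean to the same-run mean with the opposite sign. The different-run mean is therefore no separate evidence for a run effect. Of the same-run pairs, 1.67% and 5.86% had r over 0.1. Replicate libraries were compared in 102 pairs, of which 0 held identical counts. The lowest chi-square per degree of freedom was 5.62, far above sampling noise, so no 2 replicates of a group were the same library. Libraries of different groups were not compared in this way.

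For clustering, counts were scaled to 10000 per library, transformed with log1p, z-scored per gene and adjusted for run with ComBat (scanpy 1.11.5), over genes detected in at least 20% of libraries. The mean silhouette was compared with 100000 permutations of labels within run, one-sided. Gene list scores were means of log2 CPM (prior count 2) over list genes with a count in at least 10% of libraries. The 3 lists were MAPK targets (16 genes), hypoxia (15 genes) and STAT5 targets (9 genes), and stand in for PROGENy pathway scores, whose weights were not used here. Scores and the mitochondrial percent of counts were tested per drug with two-sided Freedman-Lane permutation tests within run (100000 permutations, smallest possible p 1e-05). Benjamini-Hochberg adjustment covered 18 list tests and 6 mitochondrial tests. In addition to python 3.11.15, the tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

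Genes were named by a fixed rule. For each drug these were the 4 that rose and the 4 that fell with the smallest adjusted p among genes past the threshold in both screens, with one sign in both and in all 6 runs. Open places were filled from the dT screen alone, with one sign in its 3 runs. BIRC5, BCR and ABL1 were named whatever their values, as were members of a gene list past the threshold in a matched comparison. For interaction, position and drug by screen these were the 3 with the smallest adjusted p. For the separate controls a gene had to pass in both screens. Genes outside this rule were chosen after their values were seen and are marked so.

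The scripts were tested on simulated data, with counts drawn from the means and sizes of the dT libraries and 200 planted changes for Imatinib. Of 10 tested genes with a planted log2 change of 3, a mean of at least 50 counts and a count in at least 90% of libraries, edgeR recovered 9. Of 74 tested genes with that change at any level it recovered 15, and of 85 with a log2 change of 1 it recovered 1. Of its 26 Imatinib calls among 3401 genes, 10 were false, and it called 19 and 11 unchanged genes for Trametinib and YM115 and 41 for position. The interaction fits called 0, 4 and 3 of 3858 unchanged genes. Restricted to the 1884 genes with a count in at least 50% of libraries, the fit made 16 Imatinib calls, of which 0 were false, and 0 for the other drugs. DESeq2 1.42.0 made 107 Imatinib calls, of which 71 were false. The permutation test of scores was tested on normally distributed values for 48 libraries with a difference between runs, not on counts. It gave p under 0.05 in 3.5% of 200 null data sets and in 87.5% of data sets with an effect of 1 residual SD. Scores with many libraries tied at a lowest value were not simulated, so these percentages do not carry over to sparse gene lists.

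Alternatives to these choices were DESeq2's size factors (RLE) in edgeR, DESeq2 itself, no low-count filter, no block, leaving out each run, leaving out mitochondrial genes, all in-screen libraries, library size as a covariate, drugs coded as 0, 1 or 2 portions, single-drug conditions, other filters for clustering and lists, 20 principal components, prior count 0.5 and z-scored scores. Their effects are given after the report. To see how many calls arise without a drug effect, labels were reassigned among conditions within each run, or whole conditions with their 3 runs were reassigned, and the fit was repeated. Up to 100 assignments were used, the real one included. The dispersion trend of the actual fit was kept in these repeats.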

Results

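Transcriptomes of K562 cells were measured by Combi-Seq in 2 screens of a 4 by 4 drug layout. Each of 2 drug sources offered DMSO (the solvent control), imatinib (an inhibitor of the BCR-ABL kinase that drives these cells), trametinib (a MEK inhibitor) or YM115. The last name is as written in the labels, and the study calls the compound YM155, an inhibitor of survivin expression. This gave 16 ordered pairs per screen, each in 3 runs, so that the dT screen and the barcode-swapped Bio screen had 48 in-screen libraries each. A further 3 separate DMSO controls were made per screen. Values were the deposited raw read counts per gene, and depth is given as the sum of counts of a library.

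Total counts of the in-screen dT libraries ranged from 127042 to 759756 with a median of 350752.5. Their mean was 342959 ± 118513 (SD, n = 48). Bio libraries were shallower, from 17882 to 780143 with a median of 231438.5 and a mean of 239326 ± 141332 (SD, n = 48). Detected genes, those with at least 1 count, ranged from 1837 to 5110 in dT (median 3528) and from 438 to 3849 in Bio (median 1789). Over both screens the medians were 283704 counts and 2635.5 detected genes. Detection was sparse. Of 19688 genes seen in any of the 48 dT libraries, 2187 had a count in at least 50% of them and 250 in all. For the 44 Bio libraries that passed the filter these numbers were 15694, 924 and 84. Single counts made up 26.2% of the nonzero values in dT and 30.5% in Bio, while 30.6% and 31.1% were counts of at least 50. Many genes were thus counted with 0 reads in most libraries and with many reads in a few.

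Depth differed between conditions. Conditions accounted for 81.7% of the variance of log2 total counts within runs in dT and for 90.3% in Bio (one-sided permutation tests, p = 0.0001 in both, the smallest possible value). In dT the 12 libraries with DMSO as first-listed drug had 198556 ± 41176 counts (SD). First-listed imatinib, trametinib and YM115 gave 344799 ± 47830, 371956 ± 71189 and 456524 ± 114991 (n = 12 each). By second-listed drug the means lay closer together, between 305240 ± 92698 for YM115 and 378200 ± 113559 for trametinib. The shallowest dT condition was DMSO_DMSO with 184353 ± 12460 counts (n = 3), which is the direct reference of the separate DMSO controls below. The drug fits instead compare libraries with a drug to all those without it. In Bio the shallowest was Imatinib_Imatinib with 24450 ± 6265 counts (n = 3) and 438 to 472 detected genes, followed by DMSO_DMSO with 114694 ± 32758. All 3 Imatinib_Imatinib libraries of Bio fell under the minimum of 1000 detected genes. Over the 16 conditions, the mean of log2 total counts in dT and in Bio gave no significant correlation (Pearson r = 0.194, permutation p = 0.486, Spearman rho = 0.312, permutation p = 0.238, two-sided). Without the 2 conditions farthest from the median r was 0.121 (permutation p = 0.644), and without Imatinib_Imatinib it was 0.469 (permutation p = 0.0794).

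**Figure D1:**
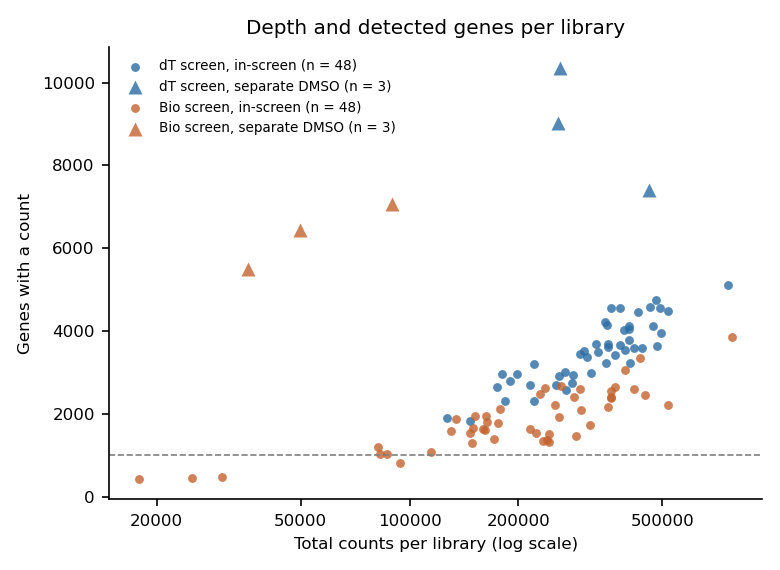
Total counts (log scale) against genes with a count for each library of the dT (blue) and Bio (orange) screens, with separate DMSO controls as triangles and the minimum of 1000 detected genes as a dashed line. The 3 Bio libraries at the lower left, with 438 to 472 detected genes, are Imatinib_Imatinib, and the separate controls (5501 to 10361 genes) lie above all in-screen libraries.

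To ask which genes respond to each drug, expression was fitted with 1 term per drug. In dT, 3930 genes were tested in 48 libraries. The number past an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was 113 for imatinib (34 higher and 79 lower), 54 for trametinib (40 and 14) and 103 for YM115 (60 and 43). In Bio, 1754 genes in 44 libraries gave 41 for imatinib (20 higher and 21 lower), 34 for trametinib (20 and 14) and 48 for YM115 (37 and 11). Between 84.5% and 97.1% of these genes had a count in under 50% of the libraries, against 53.1% of the genes tested in dT and 61.7% in Bio. For imatinib and YM115 in dT the numbers fell most with single-drug conditions only, which hold fewer libraries. That setting gave 2 for imatinib (NUDT18 and PYCR1), 1 for trametinib (NUDT18) and 4 for YM115 (HMGA1, CCDC136, NUDT18 and FBXW8) in dT, genes chosen after their values were seen, and 0, 0 and 0 in Bio (314, 257 and 241 at an unadjusted p under 0.05). A filter, chosen after seeing the data, kept genes with a count in at least 50% of libraries and all conditions. It left 4 genes for imatinib, 0 for trametinib and 13 for YM115 among 1844 tested in dT, and 0, 0 and 4 among 671 in Bio. At an unadjusted p under 0.05 this filter gave 119 genes for trametinib in dT, 33 for imatinib in Bio and 31 for trametinib in Bio. The 4 imatinib genes were UBXN2A, MOB1A, HNRNPAB and ACTG1 (adjusted p 0.0385 each), and the 4 YM115 genes of Bio were HBG2, FTLP3, EMP3 and MT-ND1, all chosen after their values were seen. With 1 run left out, dT gave 30 (without run 2) to 46 genes (without run 3) for imatinib, 12 (without run 2) to 21 (without run 3) for trametinib and 37 (without run 2) to 59 (without run 1) for YM115. Bio gave 19 (without run 1) to 27 (without run 3), 10 (without run 3) to 16 (without run 2) and 14 (without run 3) to 34 (without run 2). When libraries were reassigned within runs, the median number of genes was 33, 31 and 34 for the drugs in dT and 25, 24 and 24 in Bio. When whole conditions were reassigned, the medians were 48, 45 and 50 in dT and 38, 30 and 32 in Bio.

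**Figure D2:**
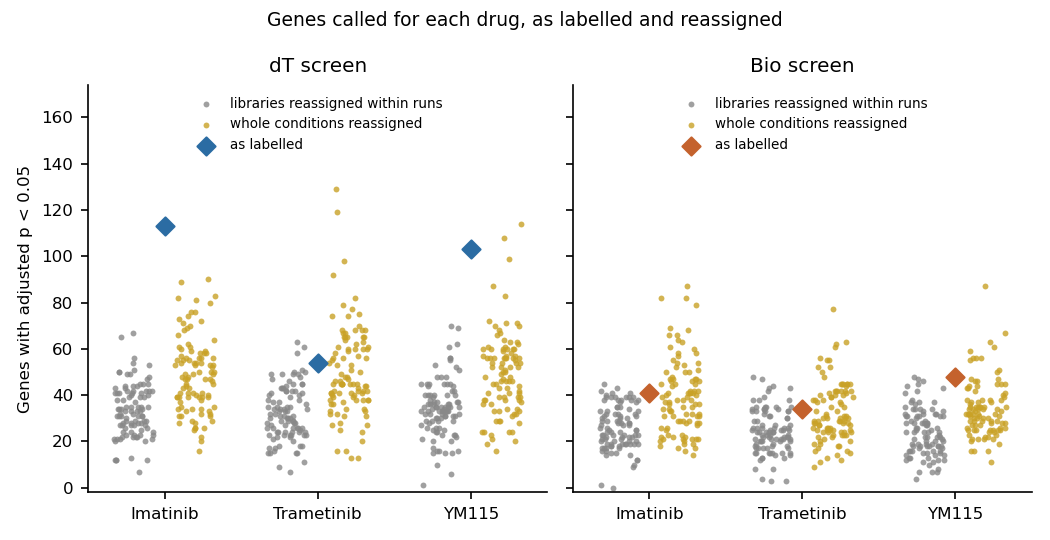
Number of genes with an adjusted p under 0.05 for each drug in the dT and Bio screens, as labelled (diamonds), with libraries reassigned within runs (grey points) and with whole conditions reassigned (yellow points). The dT counts for imatinib (113) and YM115 (103) lie near or above the highest of the reassigned conditions (90 and 114), whereas trametinib (54) lies near their median of 45.

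With YM115, the 2 genes that passed in both screens were abundant. HBG2 (haemoglobin subunit gamma 2, chromosome 11, 5253190 to 5505605 on GRCh38, protein coding) rose by a log2 fold change of 0.58 (SE 0.08, adjusted p = 6.14e-06) in dT, from 32170 ± 11461 CPM without YM115 (SD, n = 27) to 48089 ± 15438 with it (n = 21). In Bio it rose by 0.75 (SE 0.12, adjusted p = 0.00027), from 22198 ± 9556 (n = 23) to 35568 ± 11969 CPM (n = 21), and its mean was higher in all 3 runs of both screens. Over the 13 alternatives, the adjusted p of HBG2 ranged from 1.65e-07 to 0.313 in dT with 12 past the threshold, and from 4.34e-07 to 0.543 in Bio with 10 past it. HBG1 is near-identical to it in sequence and HBE1 overlaps its annotated span, so that reads assigned to HBG2 are uncertain between these genes. MT-ND1 (mitochondrial genome, 3307 to 4262, protein coding) fell by 0.80 (SE 0.11, adjusted p = 2.1e-06) in dT, from 5813 ± 1205 to 3263 ± 709 CPM. In Bio it fell by 0.63 (SE 0.18, adjusted p = 0.0354), from 6551 ± 3189 to 4182 ± 1668 CPM, again in 3 of 3 runs of each screen. Its Bio call was lost without run 2 or without run 3 and held in 4 of 12 alternatives (adjusted p 0.000494 to 0.708), against 10 of 12 in dT (2.4e-17 to 0.109).

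In dT alone, YM115 raised MT1X (metallothionein 1X, chromosome 16, 56682424 to 56684196) by 1.11 (SE 0.14, adjusted p = 1.57e-06), from 3023 ± 1057 to 6072 ± 1546 CPM, and lowered MT-CO3 (mitochondrial genome, 9207 to 9990) by a log2 fold change of -0.57 (SE 0.09, adjusted p = 6.79e-05), from 15479 ± 4866 to 9792 ± 1721 CPM, each in 3 of 3 runs. In Bio the changes were 0.30 (SE 0.16, adjusted p = 0.373) for MT1X and -0.42 (SE 0.20, adjusted p = 0.292) for MT-CO3. MT1X passed in 12 of 13 alternatives in dT (adjusted p 2.16e-09 to 0.133) and MT-CO3 in 10 of 12 (2.1e-10 to 0.261). The other genes named by the rule were near 0 counts in one arm. CDC42BPB was at least 8.22-fold higher (counts in 7 of 21 libraries with and 1 of 27 without YM115), MALSU1 at least 6.49-fold higher (7 and 3 libraries) and DLAT at least 5.67-fold lower (2 and 11), and SLC22A23 had a count in 1 library with and 10 without YM115. Genes chosen after their values were seen were MT2A (chromosome 16, 56608199 to 56609497), which rose by 0.53 in dT (SE 0.10, adjusted p = 0.000481, 3 of 3 runs) and by 0.01 in Bio, and FTL (chromosome 19, 48965301 to 48966878), which changed by -0.85 in dT (SE 0.16, adjusted p = 0.000481) and by -0.50 in Bio (SE 0.19, adjusted p = 0.15). The MT2A call was lost without run 2 or without run 3 of dT. The FTL pseudogene FTLP3, whose reads may not be separable from those of FTL, changed by -1.61 and -1.66, with adjusted p of 0.035 and 0.0194 among genes with a count in at least 50% of libraries and of 0.115 and 0.075 among all genes tested. In Bio, EMP3 had a count in 18 of 21 libraries with YM115 and in 7 of 23 without (adjusted p = 0.00995), a call lost without run 1 or without run 3, while its dT change was 0.09 (SE 0.84, adjusted p = 0.986).

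**Figure D3:**
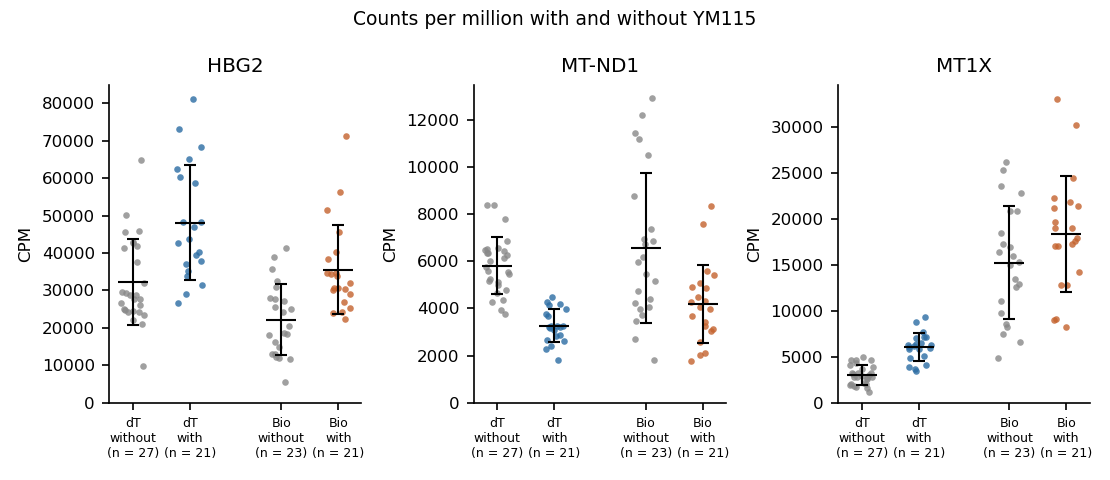
CPM of HBG2, MT-ND1 and MT1X in each library of the dT (blue) and Bio (orange) screens with YM115 and in the libraries without it (grey), with mean and SD as black bars. HBG2 is higher and MT-ND1 lower with YM115 in both screens, whereas MT1X differs clearly in dT (6072 against 3023 CPM) and passed no threshold in Bio.

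For imatinib, PYCR1 (chromosome 17, 81932384 to 81942412, protein coding) was the single gene past the threshold in both screens with one direction in all 6 runs. It had a count in 5 of 21 dT libraries with imatinib and in 15 of 27 without (25.7 ± 114.5 against 451 ± 873 CPM, adjusted p = 0.0142), and in 2 of 18 and 9 of 26 Bio libraries (39.4 ± 164 against 577 ± 1235 CPM, adjusted p = 0.00831). The dT call was lost without run 1 or without run 2 and the Bio call without run 2 or without run 3, and the adjusted p ranged from 1.05e-06 to 0.214 and from 1.72e-05 to 0.368 over 11 alternatives each. Among abundant genes RPL34 (chromosome 4, 108620566 to 108630412) rose by 0.30 in dT (SE 0.07, adjusted p = 0.0067, 3 of 3 runs), from 19391 ± 6669 to 22995 ± 7172 CPM, and changed by -0.02 in Bio (SE 0.16, adjusted p = 0.986). The dT call was lost when any 1 of the runs was left out and under DESeq2's size factors, with 4 of 13 alternatives past the threshold (adjusted p 0.00131 to 0.613). The remaining dT genes were sparse. NUDT2 (chromosome 9, 34329506 to 34343713) was at least 9.28-fold higher (7 of 21 against 4 of 27 libraries with a count), and FBXL19 and TLCD1 were counted in 8 and 9 libraries with imatinib and in 5 and 4 without. TOB2, GPATCH2L and ENSG00000262251 were at least 7.18-fold, 7.31-fold and 7.11-fold lower. Calls were lost without run 2 for NUDT2, without run 3 for FBXL19 and TLCD1, and without run 1 or without run 2 for ENSG00000262251. TOB2 and GPATCH2L could be tested only in the fit without run 3 and kept their calls there. RACK1, chosen after its values were seen, rose by 0.30 in dT (adjusted p = 0.0392) and 0.46 in Bio (adjusted p = 0.0459), in 3 and 2 of 3 runs. The RACK1 call was lost without run 1 or without run 2 in dT and without run 1 or without run 3 in Bio, and the dT change was 0.13 under DESeq2's size factors.

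For trametinib, 0 genes passed in both screens, although 497 genes in dT and 218 in Bio had an unadjusted p under 0.05. In dT, TARS3 (chromosome 15, 101653598 to 101724604, at least 2.25-fold higher, adjusted p = 6.7e-05) and PIGC (chromosome 1, 172370189 to 172444086, at least 15.9-fold higher, adjusted p = 0.000125) each had a count in 9 of 21 libraries with and 1 of 27 without trametinib, in 3 of 3 runs. DCAF15 was at least 8.56-fold higher (9 and 0 libraries), and SEC11C was counted in 9 and 2 libraries. NPC1 (chromosome 18, 23506184 to 23586898) was at least 25.2-fold lower (counts in 4 of 21 and 9 of 27 libraries, adjusted p = 0.00375). KIF20A and SAP30BP were counted in 2 and 2 libraries with trametinib and in 7 and 14 without. ALMS1 passed as lower although its mean CPM was 26.1 with and 25.6 without the drug, the former set by a single library count of 126. Of these genes, SEC11C and ALMS1 lost their call without run 3, DCAF15 and KIF20A without run 2, and SAP30BP without any 1 of the runs. In Bio these 8 genes were too sparse to be tested.

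The drug targets BIRC5 (encoding survivin, chromosome 17, 78214186 to 78225636), BCR (chromosome 22, 23179704 to 23318037) and ABL1 (chromosome 9, 130713946 to 130887675) could be tested in 12 of 18 combinations of gene, drug and screen. None of these 12 passed. The smallest adjusted p was 0.254, for BIRC5 with trametinib in dT (log2 fold change 3.19, SE 1.30, unadjusted p = 0.018, counts in 12 of 21 and 8 of 27 libraries). BIRC5 changed by 0.91 with YM115 in dT (SE 1.15, adjusted p = 0.82), with counts in 10 libraries of each arm, so that a change of this size was not detectable with counts this sparse. BCR changed by -1.90 (adjusted p = 0.623) and ABL1 by 0.32 (SE 1.28, adjusted p = 0.964) with imatinib in dT, and the sign of ABL1 reversed without run 2. Scaling with DESeq2's size factors moved the median log2 fold change of all tested genes by -0.16 for imatinib and by -0.15 for YM115 in dT. Against this shift, HBG2 and MT1X rose by 0.42 and 0.95 and MT-ND1 and MT-CO3 changed by -0.96 and -0.72 with YM115 under those factors.

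Whether an effect depends on the listed position of a drug was tested by setting first-listed against second-listed drug. Of 3930 genes in dT, 420 passed (1039 at an unadjusted p under 0.05), and of 2112 in Bio 445 passed (776). Of these, 89.5% and 96.2% had a count in under 50% of libraries. The filter for genes with a count in at least 50% of libraries left 16 in dT and 5 in Bio (REPIN1, LAPTM4B, YBX1P6, EIF3F and GSE1, chosen after their values were seen, of which YBX1P6 is a pseudogene). With 1 run left out the counts were 167 (without run 3) to 244 (without run 1) in dT and 8 (without run 2) to 124 (without run 3) in Bio. Under DESeq2 they were 31 and 8. The smallest adjusted p in dT belonged to RPL23 (chromosome 17, 38847865 to 38853843, adjusted p = 1.15e-05), which was counted in all 48 libraries. Its log2 CPM was 12.84 ± 0.25 with first-listed DMSO and 13.66 ± 0.32, 13.49 ± 0.22 and 13.76 ± 0.14 with first-listed imatinib, trametinib and YM115 (SD, n = 12 each), whereas by second-listed drug it lay between 13.27 ± 0.43 (YM115) and 13.59 ± 0.40 (trametinib). FBXL19 and PDCD11 followed with counts in 13 and 12 of 48 libraries, and in Bio TCIRG1, DAZAP1 and ZFP36L1 with counts in 10, 10 and 20 of 44. Like RPL23, depth in dT was lowest with first-listed DMSO and highest with first-listed YM115 (means of 198556 and 456524 counts). No position fit held depth as a covariate, so position and depth are not separated in these calls.

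Departures of drug pairs from the sum of single effects were tested with pairwise products. In dT, 6263 genes gave 28 for imatinib with trametinib (27 higher), 27 for imatinib with YM115 (26 higher) and 33 for trametinib with YM115 (32 higher). In Bio, 3429 genes gave 13 (12 higher), 1 and 18 (17 higher). The median interaction of all tested genes was negative in each comparison, opposite to most genes that passed. On the log2 scale it was -1.448, -1.245 and -1.482 in dT and -1.223, -1.77 and -2.04 in Bio, in the same order. At an unadjusted p under 0.05 there were 1208, 1106 and 1075 genes in dT and 555, 593 and 690 in Bio. Each of these 6 counts was 0 when any 1 of the runs was left out, with 696 to 827 genes at an unadjusted p under 0.05 in dT and 331 to 448 in Bio. Among genes with a count in at least 50% of libraries, HMGA1 was the single one past the threshold, for imatinib with YM115 in dT, and the other 5 comparisons gave 0 genes (202 and 175 at an unadjusted p under 0.05 in dT and 81, 87 and 84 in Bio). HMGA1 (chromosome 6, 34236873 to 34246231), counted in all 48 libraries, had an interaction of 1.18 on the log2 scale (SE 0.24, adjusted p = 0.0179). The remaining genes with the smallest adjusted p were counted in few libraries. In dT these were STPG1, SF3B3 and ABCF3 (10, 14 and 12 of 48), SLC35A3 and again ABCF3 (10 and 12), and CCNT1, IGF1R and MED12 (9, 8 and 6). In Bio these were CALB1, SCNM1 and RBX1 (9, 7 and 10 of 44), CEBPG (11), which was the single gene for imatinib with YM115, and PTP4A2, TET3 and CTNND1 (11, 6 and 5).

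Drug effects in dT and Bio were weakly correlated across the 1715 genes tested in both (r = 0.104 for imatinib, 0.0862 for trametinib and 0.0596 for YM115), and genes are not independent replicates. Signs were shared by 52.4%, 55.4% and 57.6% of genes. Genes past the threshold in both screens numbered 2 for imatinib (PYCR1 and RACK1), 0 for trametinib and 2 for YM115 (HBG2 and MT-ND1). Over the 578 genes with a mean of at least 50 counts, r was 0.21, 0.21 and 0.298. In a joint fit of 92 libraries and 4705 genes, 275 genes differed between screens in their imatinib effect (141 higher in Bio), 216 in their trametinib effect (112 higher) and 310 in their YM115 effect (206 higher). Among the 1171 genes with a count in at least 50% of libraries these numbers were 0, 0 and 6, with 103 and 73 genes at an unadjusted p under 0.05 for imatinib and trametinib. Leaving out 1 run gave 122 (without run 2) to 173 (without run 3), 94 (without run 1) to 109 (without run 2) and 125 (without run 3) to 135 genes (without run 2). Among those with the smallest adjusted p were UBXN7 and KIFC1 for imatinib, OGT, FARSB and MDM2 for trametinib, and ZNF292, BLTP2 and MTMR4 for YM115, all counted in 11 to 28 of 92 libraries.

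Separate DMSO controls allow a comparison of in-screen libraries with cells treated outside the combinatorial layout. The 3 dT controls had 256671 to 458945 counts and 8933 ± 1478 detected genes (SD), against 3493 ± 764 in the 48 in-screen libraries. The 3 Bio controls had 35742 to 89347 counts and 6333 ± 784 detected genes, against 1861 ± 726. Counts per detected gene were 38.5 ± 20.4 in the dT controls and 96.4 ± 18.5 in screen, and 8.96 ± 3.26 against 122 ± 42.9 in Bio. The mitochondrial share of counts was 26.0% ± 14.02 (SD, n = 3) in the dT controls and 4.57% ± 0.988 in screen, and 19.4% ± 12.5 (n = 3) against 4.56% ± 1.29 in Bio. Against in-screen DMSO_DMSO, 8 of 6917 genes passed in dT (2 higher and 6 lower, 1117 at an unadjusted p under 0.05) and 2 of 4631 in Bio (both lower, 1125). The median log2 fold change of all tested genes was 3.39 in dT and 5.63 in Bio. In-screen DMSO_DMSO libraries detected only 2639 to 2967 genes in dT and 1071 to 1538 in Bio, so most tested genes had 0 counts in each of them. These medians thus largely reflect detection and the prior count of the fit, and do not measure a typical change in expression. Their sign was opposite to that of most genes that passed. With DESeq2's size factors, which moved the median by 0.34 in dT and 0.52 in Bio, dT gave 12 genes (5 higher and 7 lower) and Bio 0 (1369 at an unadjusted p under 0.05). Without mitochondrial genes dT gave 7 (1 higher and 6 lower). Leaving out 1 run gave 3 (without run 2) to 13 genes (without run 3) in dT, and in Bio 0 without run 2 and 0 without run 3 (79 and 87 at an unadjusted p under 0.05). In dT, MT-RNR2 (mitochondrial genome, 1671 to 3229, ribosomal RNA) was higher by 5.25 (SE 0.56, adjusted p = 3.76e-09), at 154061 ± 177678 CPM in the separate controls and 4989 ± 2079 in screen (n = 3 each). HMGA1 was lower by a log2 fold change of -1.87 (SE 0.30, adjusted p = 0.000323). Other dT genes, chosen after their values were seen like the rest of these, included ENSG00000277105 (6.39), PPDPF (-3.72), RACK1 (-1.22), RPL13 (-1.07) and its pseudogene RPL13P12 (-1.70). In Bio they were MT1X (-3.61) and MT2A (-2.82), with adjusted p of 0.00974 each, and their dT changes were -0.24 and 1.00. No gene passed in both screens.

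Whether libraries group by drug was measured with the mean silhouette width after adjustment for run. For first-listed drug it was 0.0027 in dT (mean of permutations -0.0053) and 0.0084 in Bio (-0.0049), both with p = 1e-05, the smallest value that the one-sided permutation test allows. For ordered pairs it was -0.00059 in dT (mean of permutations -0.0189) and 0.0055 in Bio (-0.0169), again with p = 1e-05. For second-listed drug the values were -0.0022 in dT (permutation p = 0.0237) and -0.0017 in Bio (permutation p = 0.0216), and these fell short of 0.05 without run 1 in dT and without run 3 in Bio. For unordered pairs the value was -0.0129 in dT (permutation p = 0.313) and -0.0027 in Bio (permutation p = 3e-05). All of these widths are close to 0. Over the first 20 principal components the widths and their permutations spread further from 0, to 0.0122, -0.0192, -0.0547 and -0.117 in dT and 0.0326, -0.0087, -0.0083 and -0.0307 in Bio (first-listed, second-listed, ordered and unordered), and none of these 8 changed its side of the threshold. With genes detected in at least 50% of libraries, the 4 Bio values were -0.0107, -0.0089, -0.0448 and -0.0235 in that order and no longer passed, whereas unordered pairs in dT passed (-0.0187, permutation p = 0.0355). Without adjustment for run, first-listed drug in dT (-0.0068, permutation p = 0.328) and second-listed drug in Bio (-0.0045, permutation p = 0.0594) no longer passed.

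The activity of pathways that the drugs target was approached with 3 gene lists. MAPK targets had 5 usable genes in dT and 4 in Bio, counted in a mean of 24.6% and 14.2% of libraries. Their score changed with trametinib by 0.15 in dT (SE 0.24, permutation p = 0.551) and by 0.14 in Bio (SE 0.22, permutation p = 0.518). With YM115 it changed by -0.0041 in dT (SE 0.24, permutation p = 0.987) and by 0.48 in Bio (SE 0.22, permutation p = 0.0294, adjusted p = 0.258). The hypoxia score (13 and 9 genes) changed with YM115 by 0.34 in dT (SE 0.16, permutation p = 0.0382, adjusted p = 0.258) and by -0.22 in Bio (SE 0.27, permutation p = 0.424). The STAT5 score (8 and 5 genes) changed with imatinib by -0.21 (SE 0.20, permutation p = 0.287) and -0.07 (SE 0.29, permutation p = 0.805). None of the 18 list tests passed after adjustment (smallest adjusted p 0.258). The sign of the MAPK change with trametinib reversed without run 2 in dT and without run 3 in Bio, and that of the STAT5 change in Bio without run 1. Single genes of the lists were also tested in the matched comparisons, of which 0 passed when adjusted over all genes. When adjusted over the list alone, 2 of 3 tested MAPK targets passed for YM115 in dT, SPRED2 (log2 fold change -4.02, unadjusted p = 0.00958, adjusted p over all genes 0.153) and DUSP5 (3.46, unadjusted p = 0.00488, adjusted p over all genes 0.103), which were chosen after their values were seen. The other lists and comparisons gave 0 genes adjusted over the list alone. At an unadjusted p under 0.05 these were 0 of 3 MAPK targets for trametinib in dT, 1 of 9 hypoxia genes in dT and 1 of 5 in Bio for YM115, and 1 of 5 STAT5 targets in dT and 0 of 2 in Bio for imatinib. No MAPK target could be tested in Bio. No count of any usable MAPK target was found in 10 of 48 dT and 26 of 44 Bio libraries, among the latter all 3 of DMSO_DMSO and all 3 of DMSO_Imatinib, so that most Bio scores sit at one lowest value and a correlation between the screens says little. Over mean MAPK scores of the 15 ordered pairs kept in both it was r = -0.035 (permutation p = 0.901, rho = 0.0769, permutation p = 0.783, two-sided). Without the 2 pairs farthest from the median r was -0.0365 (permutation p = 0.905). The value was -0.258 without run 2 and 0.23 without run 1. With the order of the Bio pairs reversed it was -0.157, and over 9 unordered pairs -0.0929 (exact permutation p = 0.803), or -0.74 without the 2 farthest of these (exact permutation p = 0.0565).

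The mitochondrial share of counts was compared as a measure of cell state. In dT it was 4.33% ± 0.817 with imatinib (SD, n = 21) and 4.76% ± 1.08 without (n = 27), and in the fit with the other drugs it fell by 0.865 percentage points (SE 0.179, two-sided permutation p = 3e-05, adjusted p = 9e-05). With YM115 it was 3.84% ± 0.553 (n = 21) against 5.14% ± 0.869 (n = 27) and fell by 1.55 points (SE 0.179, permutation p = 1e-05, the smallest possible, adjusted p = 6e-05). Within single runs the difference in means was -0.531, -0.124 and -0.647 points for imatinib and -1.10, -1.25 and -1.56 for YM115. With trametinib it was 4.91% ± 0.826 (n = 21) against 4.31% ± 1.04 (n = 27), higher by 0.546, 0.501 and 0.768 points in the 3 runs, but libraries with trametinib hold imatinib or YM115 less often, and in the fit with the other drugs trametinib changed it by -0.0468 points (SE 0.179, adjusted p = 0.915). In Bio the changes were -0.0266 (SE 0.247), -0.219 (SE 0.251) and -0.554 points (SE 0.252) for imatinib, trametinib and YM115. The last had a permutation p of 0.0339 and an adjusted p of 0.0677, with a lower mean in 3 of 3 runs, and its adjusted p was 0.0175 without run 1 (-0.832 points). The imatinib and trametinib changes of Bio reversed in sign with 1 run left out (0.187 points for imatinib without run 3 and 0.107 for trametinib without run 2). The difference between the screens (Bio minus dT) was 0.838 points for imatinib (SE 0.302, adjusted p = 0.0113), -0.172 for trametinib (SE 0.304, adjusted p = 0.576) and 0.996 for YM115 (SE 0.305, adjusted p = 0.00534).

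**Figure D4:**
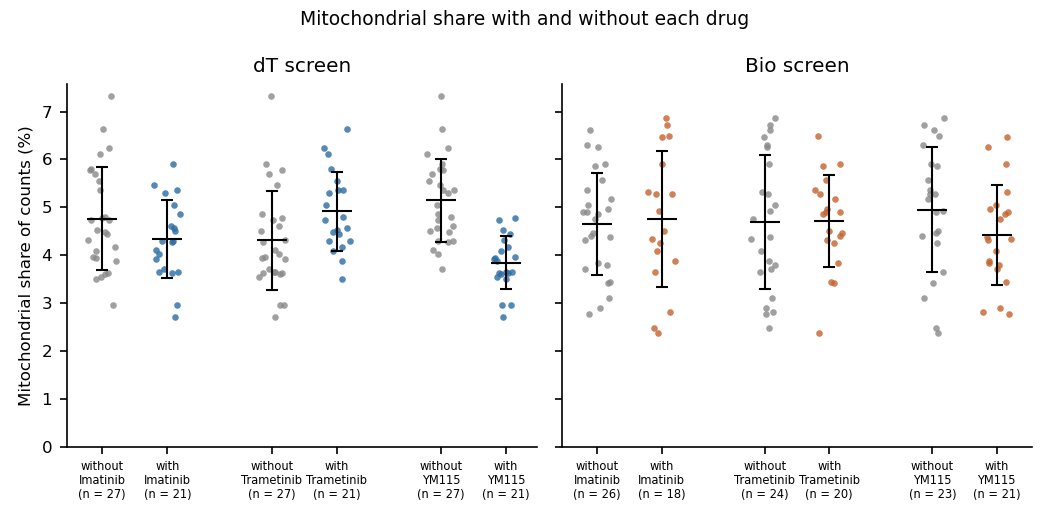
Percent of counts from mitochondrial genes in each library with a drug (coloured) and without it (grey) in the dT and Bio screens, with mean and SD as black bars. With YM115 the mean is 3.84% against 5.14% in dT and 4.42% against 4.95% in Bio.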

Values the study reported

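The study reported median read and gene counts per sample of 3.47e5 and 3229. For clustering by drug and by combination it gave a silhouette p-value below 0.01. A linear model of MAPK activity under trametinib had a p-value of 0.03, which the study described as a strong inactivation. It also described decreased hypoxia activity in all samples with YM155. MAPK activity in the main and the barcode-swapped screen was correlated with r = 0.637 and p = 0.01.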

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

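The tests of depth and of 1 or 2 mitochondrial genes were chosen after the results were seen, and the other tests of this part before them. Each result below is a difference between the dT and Bio screens in the effect of the same drug, found by a test of that difference. Samples far from their group were not looked for, since single groups hold only 3 libraries.

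The fall of the mitochondrial share was smaller in Bio than in dT by 0.838 percentage points for imatinib and by 0.996 for YM115. The dT falls argue against 3 technical causes as the whole explanation. With log10 library size as a covariate they were -0.785 and -1.442 points. Over the 16 condition means the permutation p was 0.00537 and 7e-05. Without the 2 mitochondrial genes whose share fell most they were -0.282 and -0.754 points (permutation p 0.04 and 1e-05, the latter the smallest possible), so that the change was not limited to MT-CO1 and MT-RNR2 for imatinib or MT-CO3 and MT-ND1 for YM115. Of 10 mitochondrial genes with a mean of at least 50 counts, 6 fell with imatinib and 10 with YM115. A lower mitochondrial share with YM115 in dT may therefore be biological, as a hypothesis found and tested on the same libraries. Each drug carried its own barcode fragments within a screen, so these tests cannot tell an effect of YM115 from one of its fragments. In the barcode-swapped Bio screen the change with YM115 was -0.554 points and did not pass (permutation test, adjusted p = 0.0677). The difference between the screens is confounded with their barcode assignment and depth, and its cause was not tested. With all in-screen libraries, Imatinib_Imatinib included, the Bio changes were -0.17 points for imatinib and -0.298 for YM115, so that the missing libraries do not account for the YM115 difference. With log10 library size as a covariate the Bio changes were 0.094 and -0.386 points. The difference itself was not tested under these 2 settings.

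Genes that differed between the screens in a drug's effect numbered 275 for imatinib, 216 for trametinib and 310 for YM115. When drug labels were reassigned within runs, 31, 48 and 7 of 50 splits gave as many genes, the real one included, with medians of 286, 268 and 262 in the other splits. These splits give counts of that size without a difference between the screens, so that the counts are no evidence of a biological one.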

How the results depend on the processing

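The filter for genes with a count in at least 50% of libraries was chosen after seeing the data, and the other alternatives before. Of the results that answer a comparison, 234 alternative values kept their direction and side of the threshold, 104 became weaker, 46 stronger, 18 reversed and 10 moved. For single named genes these were 460 the same, 113 weaker, 5 stronger and 28 reversed. Except where fewer genes or libraries were tested by construction, the cause of a change was not tested.

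With the filter for genes with a count in at least 50% of libraries, the drug counts were 4, 0 and 13 in dT and 0, 0 and 4 in Bio (imatinib, trametinib and YM115), position gave 16 and 5, and the drug by screen differences were 0, 0 and 6. The interactions gave 0, 1 (HMGA1) and 0 in dT and 0, 0 and 0 in Bio (imatinib with trametinib, imatinib with YM115, trametinib with YM115). At an unadjusted p under 0.05 there were 119 genes for trametinib in dT, 33 and 31 for imatinib and trametinib in Bio, 103 and 73 by screen, 202 and 175 for the 2 dT interactions at 0 and 81, 87 and 84 for those of Bio. MT2A in Bio changed by -0.027 and EMP3 in dT by -0.038, both reversed. This filter tested fewer genes. It kept 4, 0 and 11 of the genes of the default filter in dT and 0, 0 and 3 in Bio.

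Without a low-count filter the drug counts rose to 510, 468 and 503 in dT and 168, 182 and 203 in Bio, and position in dT to 1432. Interactions of imatinib with YM115 gave 6 in dT and 11 in Bio, and of trametinib with YM115 9 and 7. Separate DMSO gave 2 genes in dT (DNAJC21 and MT-RNR2, chosen after their values were seen) and 0 in Bio (571 at an unadjusted p under 0.05), and RPL34 in Bio reversed to 0.19.

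DESeq2 gave 118, 92 and about 1.6e+02 genes for the drugs in Bio and 94 for trametinib in dT, and 678, 604 and 761 by screen. Its interaction counts were 538, 480 and 417 in dT and 424, 474 and 480 in Bio. Position fell to 31 in dT and 8 in Bio, and separate DMSO gave 599 and 838. MT2A in Bio (-0.052) and EMP3 in dT (-0.081) reversed. Of the edgeR genes DESeq2 shared 54 of 113, 20 of 54 and 57 of 103 in dT, and 24 of 41, 19 of 34 and 25 of 48 in Bio.

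With DESeq2's size factors in edgeR, trametinib with YM115 gave 52 genes in dT, separate DMSO in Bio 0 (1369 at an unadjusted p under 0.05), MT2A in Bio -0.052 and EMP3 in dT -0.08. These factors kept 101 of 113, 52 of 54 and 97 of 103 drug genes in dT and 36 of 41, 32 of 34 and 48 of 48 in Bio. Without mitochondrial genes, separate DMSO gave 0 genes in Bio (1232 at an unadjusted p under 0.05), and RPL34 in Bio was 0.11.

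With no replicate block, the drug counts were 12, 9 and 23 in dT and 5, 5 and 12 in Bio. The 5 genes of imatinib were TMCO1, DIAPH1, FRG1HP, RAB1B and PYCR1, and those of trametinib included SRSF3, SURF4, SLC2A4RG and SCAF1, chosen after their values were seen. Position gave 246 in dT and 247 in Bio. The interactions gave 55, 47 and 54 in dT and 0, 0 and 35 in Bio (608 and 661 at an unadjusted p under 0.05 for the 2 at 0), and separate DMSO in dT gave 5. Correlation between screens was 0.142 for imatinib and 0.138 for YM115, RPL34 in Bio was 0.019 and MOB1A in Bio reversed to 1.07. Without adjustment for run (no replicate block, no ComBat) the silhouette calls of first-listed drug in dT and second-listed drug in Bio were lost. Their widths were -0.0068 (permutation p = 0.328) and -0.0045 (permutation p = 0.0594). For unordered pairs in dT the width was -0.0255, which reversed relative to permutations.

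With all in-screen libraries, Bio gave 70, 60 and 86 genes for the drugs and 57, 24 and 35 for the interactions. The correlation between screens for YM115 was 0.0826, the hypoxia score with YM115 in Bio 0.001 and the mitochondrial share with trametinib in Bio 0.024 points. With log10 library size as a covariate the drug counts were 272, 208 and 310 in dT and 218, 152 and 199 in Bio. The mitochondrial share with trametinib in dT became 0.058 and with imatinib in Bio 0.094 points. ABL1 with imatinib in dT became -0.32, BIRC5 with YM115 in dT -0.002, MT2A in Bio -0.085 and EMP3 in dT -0.206. With drugs coded as 0, 1 or 2 portions Bio gave 82, 97 and 101 genes, RPL34 in Bio 0.20 and ABL1 in dT -0.44.

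Among single-drug conditions only, with fewer libraries, dT gave 2 genes for imatinib (NUDT18 and PYCR1), 1 for trametinib (NUDT18) and 4 for YM115 (HMGA1, CCDC136, NUDT18 and FBXW8), chosen after their values were seen. Bio gave 0, 0 and 0 (314, 257 and 241 at an unadjusted p under 0.05). RPL34 in Bio was 0.38, BCR with imatinib in dT 0.74, MT1G in Bio 0.26 and MOB1A in Bio 8.16, all reversed.

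The correlation between screens over genes with a mean of at least 50 counts was 0.21 for imatinib, 0.21 for trametinib and 0.298 for YM115, and as Spearman rho 0.0938 for YM115. With genes detected in at least 50% of libraries the silhouette in Bio was -0.0107, -0.0089, -0.0448 and -0.0235 (first-listed, second-listed, ordered, unordered), and in dT -0.0187 for unordered pairs, now past the threshold. The MAPK correlation between screens was 0.035 with a prior count of 0.5 and 0.194 with z-scored values, both reversed. As log2 of the percent, the mitochondrial share with trametinib in dT was 0.007. With list genes counted in 50% of libraries the MAPK and STAT5 scores had no genes left and gave no value.

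Across the 3 fits that each left out 1 run, the drug counts ranged from 30 to 46, 12 to 21 and 37 to 59 in dT and from 19 to 27, 10 to 16 and 14 to 34 in Bio, with fewer libraries and genes tested. Position ranged from 167 to 244 in dT and from 8 to 124 in Bio, the drug by screen differences from 122 to 173, 94 to 109 and 125 to 135, and separate DMSO from 3 to 13 in dT and 0 to 2 in Bio. All 6 interaction counts were 0 in each of these fits (696 to 827 genes in dT and 331 to 448 in Bio at an unadjusted p under 0.05). Correlations between screens ranged from 0.0614 to 0.122 for imatinib, 0.0173 to 0.129 for trametinib and 0.0589 to 0.0927 for YM115. The silhouette for second-listed drug ranged from -0.0051 to -0.0014 in dT and from -0.0086 to -0.0004 in Bio. The MAPK score with trametinib ranged from -0.084 to 0.303 in dT and from -0.037 to 0.139 in Bio, that with YM115 in dT from -0.12 to 0.078, the STAT5 score with imatinib in Bio from -0.336 to 0.239 and the MAPK correlation from -0.258 to 0.23. The mitochondrial share in Bio ranged from -0.317 to 0.187 points for imatinib, -0.57 to 0.107 for trametinib and -0.832 to -0.346 for YM115. In dT it stayed past the threshold for imatinib (-1.047 to -0.711) and YM115 (-1.639 to -1.38). Among named genes, ranges that crossed 0 were -0.138 to 0.218 (RPL34 in Bio), -0.122 to 0.891 (ABL1 with imatinib in dT), -0.591 to 4.508 (BCR with imatinib in Bio), -0.715 to 0.662 (EMP3 in dT), -0.647 to 1.331 (ACTG1 in Bio) and -1.027 to 2.714 (MOB1A in Bio).

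Sparse detection limits the results on single genes. With most genes counted in under 50% of libraries, the counts of genes past the threshold changed with the filter and the test, and a lack of a call for BIRC5, BCR or ABL1 does not exclude a change. Of 74 simulated genes with a planted log2 change of 3, 15 were called, and BIRC5 with trametinib in dT had a log2 fold change of 3.19 without a call.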

Other observations

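The tests on libraries reassigned within runs for the drugs and for position in dT, on the first 2 questions of barcode sharing, on depth and detected genes of separate controls, on the metallothionein score in dT and haemoglobin scores, and on depth by condition were chosen after the results were seen, and the others before.

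The number of genes past the threshold for a drug was set against other splits of the same libraries, 100 each with the real one included. With libraries reassigned within runs, 1, 4 and 1 splits gave as many genes for imatinib, trametinib and YM115 in dT and 6, 20 and 2 in Bio. With whole conditions reassigned, these were 1, 40 and 3 in dT and 45, 41 and 12 in Bio. Among genes with a count in at least 50% of libraries, splits within runs gave 1, 100 and 1 in dT and 100, 100 and 1 in Bio, and splits of whole conditions 4, 100 and 1 in dT and 100, 100 and 3 in Bio, where 100 stands for a real count of 0. For imatinib and YM115 in dT, fewer than 5 of 100 splits of whole conditions were as large under either filter, although single splits reached 114 genes for YM115 under the default filter and 8 for imatinib under the other. For YM115 in Bio the filters part, with 12 splits under the default filter and 3 under the other. The trametinib counts in both screens and, under the default filter, the imatinib and YM115 counts in Bio could arise from differences between conditions that do not follow the drug.

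For position, 1 of 100 splits within runs gave as many genes in dT and 1 of 100 in Bio, under both filters, and 1 of 32 swaps of whole pairs in each screen. The medians of the other splits within runs were 220 in dT and 250 in Bio, so that much of the 420 and 445 genes is reached without position. The other swaps of whole pairs had medians of 287 and 345 and highest values of 411 and 439, nearly the real counts, although a swap of few pairs keeps most of the listed positions. Depth, which differed by first-listed drug in dT, was not a term in the position fits. For the interactions, 49, 57 and 47 of 100 splits in dT and 26, 66 and 56 in Bio gave as many genes (imatinib with trametinib, imatinib with YM115, trametinib with YM115), which leaves no excess over reassigned labels. For separate DMSO, 1 of the 10 splits of 6 libraries gave as many genes in dT and 1 of 10 in Bio, the real one, and 10 splits are too few to exclude chance.

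Genes high in one library (at least 50 counts, in at most 10% of libraries) had low counts (1 to 5) more often in libraries of the same run that share one barcode fragment than in those that share none. The difference was 2.597 percentage points in dT (11.9% against 9.31%) and 2.811 in Bio (9.13% against 6.32%), with permutation p of 0.0001 in both, the smallest possible. In Bio the percentage was lower when the first fragment was shared (7.87%, permutation p = 0.0041) than the second (10.41%, permutation p = 0.0001). In dT these were 11.95% and 11.86% (permutation p = 0.0001 each). Between runs the difference by sharing one fragment was 0.342 and 0.615 points, which argues against the shared drug as the whole cause. Compared within each receiving library it was positive in 46 of 48 and 39 of 44 libraries, which argues against depth. A candidate explanation is that some reads are assigned to a library sharing one fragment, at 0.032 and 0.0243 excess low reads per 100 high reads. Clustering by first-listed drug does not rest on such low counts alone, since with counts of 5 or fewer set to 0 the permutation p was 7e-05 in dT and 1e-05 in Bio, nor on depth, since with every library drawn down to 127042 and 81806 counts it was 1e-05 and 1e-05, the smallest possible. Such clustering was lost in dT without adjustment for run (permutation p = 0.328) and kept in Bio (1e-05). With genes detected in at least 50% of libraries it was lost in Bio (permutation p = 0.251) and kept in dT (0.00012).

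Separate DMSO controls detected more genes than in-screen libraries at equal depth. Drawn down to 256671 counts in dT, the lowest of 3 controls had 6632 detected genes and the highest in-screen library 4203, and without mitochondrial genes, at 176989 counts, these were 6766 and 3919. In Bio, at 35742 counts, they were 5459 and 1812, and without mitochondrial genes, at 33919 counts, 5486 and 1789. Neither depth nor the mitochondrial genes account for this, and the number of cells behind a library was not tested. No biological explanation was tested.

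YM115 may raise metallothionein transcripts in dT. The mean of 8 genes rose by 0.848 on the log2 scale, and the permutation p was 0.00399 with log10 library size as a covariate, 0.00917 over condition means and 3e-05 relative to 35 ribosomal protein genes. In Bio the change was 0.701, with 0.682, 0.117 and 0.137, so that a difference in depth remains a candidate explanation there. For 3 haemoglobin genes the order was the opposite. In Bio the change was 1.336, with 0.00545, 0.00167 and 0.00087. A rise there was not limited to YM115, since with trametinib it was 0.939, with 0.111, 0.00721 and 0.0427, where depth remains open. In dT the change with YM115 was 0.529, with 0.358, 0.074 and 0.052, where depth again remains open. Neither family was tested for a difference between screens. Within a screen these tests cannot tell an effect of a drug from one of the barcode fragments that it carried. Reads shared between family members were not tested.

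Depth differed between conditions in both screens. Condition means of log2 total counts correlated between the screens with r = 0.194, and without Imatinib_Imatinib with r = 0.469 (permutation p = 0.0794), too few conditions for r to tell an effect of the drugs on depth from one of barcodes. In dT, however, pairs with DMSO differed by order. DMSO_YM115 had 185651 ± 36975 counts (SD) and YM115_DMSO 425065 ± 48133. DMSO_Trametinib had 217888 ± 35543 and Trametinib_DMSO 378863 ± 43550, and DMSO_Imatinib 206333 ± 73045 and Imatinib_DMSO 303741 ± 6763. These values argue against a drug effect independent of position as the whole cause of depth in these dT pairs. In Bio, Imatinib_DMSO was shallower than DMSO_Imatinib (164640 ± 78231 and 231058 ± 68522). The low depth of Imatinib_Imatinib in Bio is not explained by the amount of imatinib alone, since the same pair ranked 9 of 16 from the shallowest in dT.

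The correlation of MAPK scores between screens was -0.035 (permutation p = 0.901). That is lower than the value quoted from the study above. For trametinib the MAPK score had a permutation p of 0.551 in dT. That is higher than the value quoted from the study above. The score rose there, a sign that reversed with 1 run left out, whereas the study described an inactivation. The MAPK scores differ from those of the study, so these are not the same measure, and no count of a usable MAPK target was found in 26 of 44 Bio and 10 of 48 dT libraries, so that neither value tells whether MAPK activity changed or was repeated between the screens. The silhouette in dT had a permutation p of 1e-05 for first-listed drug and for ordered pairs, the smallest possible, of 0.0237 for second-listed drug (0.00566 over the first 20 principal components and 0.00327 with genes detected in at least 50% of libraries) and of 0.313 for unordered pairs. The first 2 are below the value quoted from the study above, and the main values for second-listed drug and unordered pairs are higher. The hypoxia score with YM115 rose in dT and fell in Bio, neither past the threshold after adjustment, whereas the study described a decrease. This score too is not the measure of the study.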
